A study of Mus musculus with 8 samples. Its data were reported in "Meis1 establishes the pre-hemogenic endothelial state prior to Runx1 expression" (2023).

How the data were processed

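RNA was measured in single CD31-positive cells of 8 libraries, 5 of WT and 3 of Mff_Cre embryo pools. Antibody tags were measured in the same cells except in WT 4, where the total of tag counts was 0. The authors deposited a table of raw UMI counts, with no normalization, for 28014 genes and 6 antibody tags in 15168 cells. They had counted reads per gene and cell barcode and had kept cells by their number of genes and mitochondrial share before deposit. The genome build and annotation used for counting were not stated. The values in the deposited table were checked: 0 were not whole, 0 were below 0, and the fewest genes in any cell was 2001. The CD44 tag was marked as missing in 6309 cells, which are those of WT 1 to 4, and these were treated as missing, not as 0. A second deposited table gave the sample, genotype and cluster name of each cell, which the authors had assigned after integration and clustering of the RNA counts. For 10456 cells the start of the cell name also named the sample, and 0 of them went against the annotation. The clusters vEC_1 to vEC_4 were summed as vEC.

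Total UMIs per library ranged from 20484881 to 79429129. Median UMIs per cell split the libraries into 4 above and 4 below 20000, which is called the depth class here. Intervals of shares are exact Clopper-Pearson intervals at 95% confidence, and a count of 0 is taken to allow up to 3 counts. UMIs count molecules, and such intervals and limits cover counting error only.

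Raw counts were summed over the cells of each library and cell type, for sums of at least 10 cells. Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood F test, two-sided) and Benjamini-Hochberg adjustment, with an adjusted p under 0.1 as the threshold. The steps from aEC to pre-HE and from pre-HE to EHT were tested within the 5 WT libraries with the library as a block. Genotypes were tested within aEC, pre-HE, EHT, vEC and Myeloid cells, 5 libraries against 3, with no block. The standard error of a log2 fold change was taken as its size divided by the square root of F. The tests were checked on simulated counts with 200 genes changed by 1.5 on the log2 scale. The changed genes were drawn from the more highly expressed ones. For genotypes, the simulated libraries differed otherwise in total counts and random spread only. The rates below therefore do not cover weakly expressed genes or differences between sets of libraries. In the simulation of pre-HE genotypes edgeR found 93.0% of the changed genes, and in that of EHT genotypes 99.0%. False calls made up 9.3% and 6.6% of its calls there, and 12.7% in the simulation of aEC genotypes.

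A list of 19 genes taken from the study's text, the comparisons, their tests and most alternatives were fixed before the data were examined. From each comparison, the named genes are those of this list that the text discusses, and up to 3 with the largest rise and 3 with the largest fall. The latter had to pass the threshold, have a mean log2 CPM of at least 5, and have values that do not overlap between groups or move the same way in every library. For that rule, log2 CPM was taken with 0.5 added. Genes named outside it are said to be so. Results of 1 gene that the rule selects are left out of the text.

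Shares of cells, scores and shares of cells with a Meis1 UMI were computed per library and compared by exact permutation of libraries, two-sided, with a threshold of 0.05. With 5 libraries against 3 there are 56 splits, so the smallest possible p is 0.0179. Differences within libraries were compared by exact sign flips, with a smallest p of 0.0625 for 5 libraries and 0.125 for 4. For scores and for shares of cells with a UMI, each cell was thinned at random to 5000 UMIs and shallower cells were left out. A score is the area under the recovery curve of a gene set within the top 5% of the genes of a cell, 1401 genes, and samples with fewer than 5 scored cells would have been left out. The sets held 1717 genes higher and 1715 lower in pre-HE, and 2675 higher and 2542 lower in EHT. Tag counts were compared as the log2 ratio of mean counts per cell within a library.

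Doublets were called with Scrublet in scanpy 1.11.5 with 30 principal components in each library. It called 83 of 15168 cells, or 0.55%, which were kept in all results and left out in an alternative. Of these, 50 lay among Myeloid and 15 among EHT cells. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

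Alternatives changed 1 choice at a time. Those for the tests of genes were RLE normalization in place of TMM, DESeq2 1.42.0, an adjusted p under 0.05, Bonferroni adjustment, no filter on low counts, and sums of at least 5 or 20 cells. Others left out doublets, thinned each cell to 5000 UMIs before summing, or left out each library in turn. For genotypes they were the median UMIs per cell as a covariate, WT 5 as the only WT library, and the replicate number as a block. Shares were also compared as log odds, over endothelial and EHT cells only, and by Fisher's exact test on pooled cells. Scores were also computed without thinning, after thinning to 3000 UMIs, over the top 10% of genes, with other gene sets, and as mean log2 CPM of the summed counts. Tags were also compared as medians and as centred log ratios. Genotype tests with the depth class as a covariate, and with libraries 1 to 3 of each genotype unblocked, were added after the data had been seen.

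Marker lists were used for 3 checks, with their results in the closing section: 9 granule genes of granulocytes, 4 genes of the Y chromosome and 5 hemoglobin genes of erythroid cells. The lists share no gene, and S100a8 was also called in vEC cells. A further list of markers for naming clusters was not used here, since the deposited names covered every cell. Tags other than CD44 were not analysed here beyond their counts. Megakaryocytes and EMP cells were not compared between genotypes gene by gene.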

Results

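The study profiled single CD31-positive cells from the aorta-gonad-mesonephros region of mouse embryos at embryonic day 10.5, the site where blood stem cells bud from arterial endothelium. CITE-seq was used, which counts RNA molecules by unique molecular identifiers (UMIs) and surface proteins by antibody tags in the same cell. The 8 libraries, each a pool of embryos of 1 genotype, comprised 5 of wild-type embryos (WT 1 to 5) and 3 of embryos named Mff_Cre (Mff_Cre 1 to 3). In the Mff_Cre embryos Meis1, a homeobox gene of blood stem cells, is floxed and VE-cadherin-Cre is active in endothelium. The deposited table held 15168 cells, of which 8423 were WT and 6745 Mff_Cre. The cell names deposited with the table divide them into 10 clusters. Those used here are arterial endothelium (aEC), a population between endothelium and hemogenic endothelium (pre-HE), cells in endothelial-to-hematopoietic transition (EHT), Myeloid cells and 4 further endothelial clusters (vEC_1 to vEC_4, summed as vEC).

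Total UMIs were 46150411, 50141685, 20484881, 79429129 and 32482924 in WT 1 to 5, and 31125824, 28043832 and 36349635 in Mff_Cre 1 to 3. The median number of UMIs per cell was 26572, 28442, 28553 and 27642 in WT 1 to 4, but 12721 in WT 5, and 11772, 9612 and 14895 in Mff_Cre 1 to 3. WT 5 was therefore the only WT library in the depth range of the Mff_Cre libraries, and comparisons of genotype were repeated against WT 5 alone. The pre-HE cluster was small, with 39, 18, 11, 87 and 16 cells in WT 1 to 5 and 29, 33 and 15 cells in Mff_Cre 1 to 3. EHT cells numbered 64, 45, 31, 68 and 118 in WT 1 to 5 and 71, 51 and 40 in Mff_Cre 1 to 3.

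**Figure D1:**
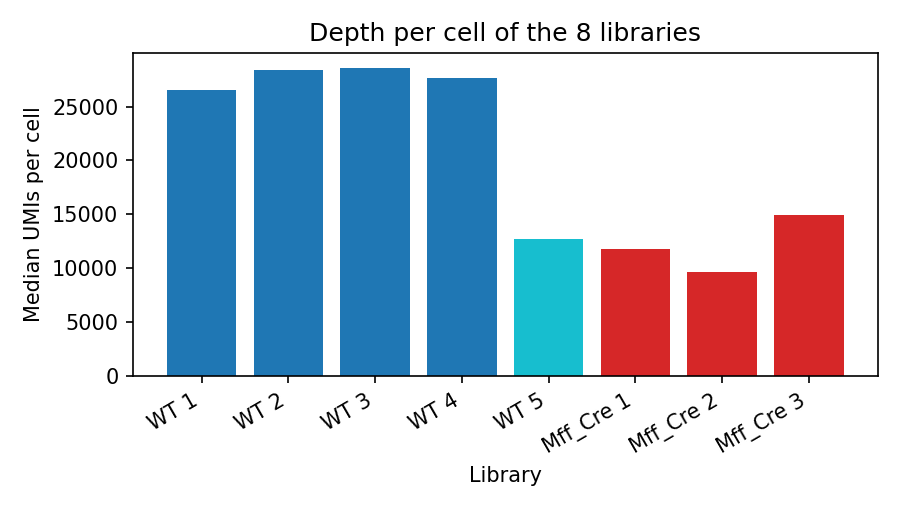
Median UMIs per cell in each of the 8 libraries, as bars from 0, in blue for WT 1 to 4, cyan for WT 5 and red for Mff_Cre. WT 1 to 4 lie between 26572 and 28553 UMIs, and WT 5, at 12721, lies within the range of the Mff_Cre libraries.

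The targeted gene was read at the start. Meis1 lies on the minus strand of chromosome 11 at 18780433 to 18918961 in build NCBIM37, and exon 8 of transcript Meis1-001, an exon of 146 bases within the coding sequence, lies at 18841662 to 18841807. The genome build behind the deposited counts was not stated. Exon 8 is 61229 bases from the 3′ end of the transcript in the genome, so counts of 3′ tags do not read the deletion directly. In EHT cells, Meis1 stood at 85.8, 82.7, 82.8, 68.0 and 80.9 CPM (UMIs scaled to the same total in each sum) in WT 1 to 5 and at 60.0, 70.9 and 55.5 CPM in Mff_Cre 1 to 3. The group means were 80.0 ± 6.94 (SD, n = 5) and 62.1 ± 7.90 CPM (SD, n = 3), with a two-sided exact permutation p of 0.0357 against a smallest possible p of 0.0179. Across all genes the same difference, a log2 fold change of -0.34 (SE 0.14), had an adjusted p of 0.460 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In Myeloid cells, Meis1 stood at 20.4 ± 5.46 CPM in WT and 10.5 ± 2.72 CPM in Mff_Cre (two-sided exact permutation p 0.0714, n = 5 and 3). The edgeR quasi-likelihood log2 fold change there was -0.86 (SE 0.25), with a Benjamini-Hochberg adjusted p of 0.135. It ranged from -1.05 to -0.69 when each library was left out in turn, and was -1.01 without WT 2 (adjusted p 0.0614) and -0.69 without WT 5 (adjusted p 0.0820), so that each of these omissions took it past the threshold.

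In vEC cells, Meis1 stood at 4.87 ± 0.60 CPM in WT and 3.95 ± 0.87 CPM in Mff_Cre (two-sided exact permutation p 0.125, n = 5 and 3). In pre-HE cells the means were 31.8 ± 14.6 CPM over 69 counts in the 5 WT libraries and 30.8 ± 21.8 CPM over 14 counts in the 3 Mff_Cre libraries (two-sided exact permutation p 0.911, n = 5 and 3). In pre-HE cells of single libraries, Meis1 lay at 38.7, 51.4, 32.4, 23.7 and 12.9 CPM in WT 1 to 5 and at 29.7, 9.57 and 53.1 CPM in Mff_Cre 1 to 3, so no difference was detectable at this depth. In aEC cells, Meis1 was low, at 1.18 ± 0.27 CPM in WT and 1.79 ± 0.54 CPM in Mff_Cre (two-sided exact permutation p 0.107, n = 5 and 3), over 21 and 10 counts.

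**Figure D2:**
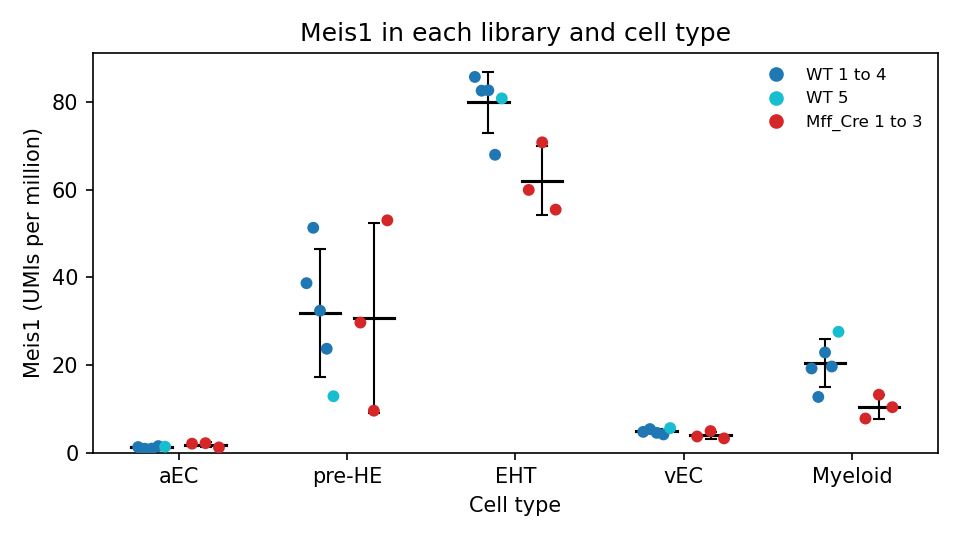
Meis1 in CPM for each library in 5 cell types, with points for libraries (blue for WT 1 to 4, cyan for WT 5, red for Mff_Cre) and bars for group means with SD. In EHT cells the WT mean is 80.0 and the Mff_Cre mean 62.1, and in pre-HE cells the means of 31.8 and 30.8 lie within the spread of the libraries.

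The comparison of pre-HE with aEC cells asks which genes change when arterial endothelium takes its step toward hemogenic fate. In the 5 WT libraries, with the library as a block, edgeR called 3432 of 8143 genes at an adjusted p under 0.1, of which 1717 were higher and 1715 lower in pre-HE. Among these, 2516 moved in the same direction in all 5 libraries, where chance gives 6.25% of genes that no test has selected. Both clusters were drawn by the authors from the same RNA counts, so genes that part the clusters are among those called by construction. The alternative that moved the count most was Bonferroni adjustment, with 1088 genes.

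Of the 19 genes fixed from the study's text, 15 could be tested in this comparison and 15 were called, both over all genes and adjusted over the list alone. That list was chosen by the study on these samples and is not independent evidence. Meis1 rose from 1.24 ± 0.28 to 31.1 ± 13.9 normalized CPM (SD, n = 5), a log2 fold change of 4.45 (SE 0.38) with an edgeR quasi-likelihood adjusted p of 5.2e-13. Cd44 rose by 5.03 (SE 0.31) on the log2 scale, from 1.19 to 48.8 CPM, Procr by 2.77 and the endothelial gene Cdh5 by 1.51, each higher in 5 of 5 libraries. The venous gene Nr2f2 fell, with a log2 fold change of -2.90 (SE 0.41), and without WT 5, which held 8 of the 11 pre-HE counts, it was -4.66. The largest rises among the 1757 genes that met the naming rule were those of Sdpr (8.13, SE 0.21), Acta2 (7.98, SE 0.26) and Nkx2-3 (7.76, SE 0.24) on the log2 scale. The largest falls rested on few pre-HE counts, so they are given as ratios with exact 95% counting intervals. The CPM over all WT libraries was 117.3 times higher in aEC for Sox9 (interval 21.0 to 4638), with 838 counts in aEC and 1 in pre-HE. Kcne3, with 1658 and 2 counts, was 116.0 times higher (interval 32.1 to 959), and Gpr183, with 1102 and 3 counts, was 51.4 times higher (interval 17.5 to 250). WT 5 held 2 of the 3 pre-HE counts of Gpr183, and without it the log2 fold change moved from -5.73 to -7.15. UMIs are counted molecules, and the intervals cover counting error only.

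The next step, from pre-HE to EHT cells, was compared in the same way and gave 5217 called genes of 8467, with 2675 higher and 2542 lower in EHT. Of these, 4115 moved in the same direction in all 5 libraries, against 6.25% by chance among unselected genes. All 18 genes of the fixed list that could be tested were called, over all genes and adjusted over the list alone. Runx1 rose by 5.62 (SE 0.34) on the log2 scale, from 6.95 ± 11.8 to 198 ± 21.3 normalized CPM (SD, n = 5), with an edgeR quasi-likelihood adjusted p of 1.1e-15. Gfi1 rose by 4.42 (SE 0.41) and Spi1 by 6.68 (SE 0.28), while Cdh5 fell by 2.98 (SE 0.14). The pre-HE counts of Runx1 and Gfi1 were few, with 6 of 8 in WT 2 and 6 of 6 in WT 4. Over the alternatives their rises ranged from 4.88 to 8.13 and from 4.07 to 8.50 on the log2 scale. Meis1 rose again, by 1.35 (SE 0.20). The largest falls were those of Tmem100 (-7.20), Htra1 (-7.17) and Tm4sf1 (-7.01) among 2689 genes that met the naming rule. Dlk1, Lgals9 and Rgs18 were named by their fitted rises, which depend on the prior count and give no rank, since they and Ptprc had 0 counts among the 2331096 UMIs of WT pre-HE cells. Against the 3 counts that a count of 0 allows over the group, EHT cells held at least 49.7-fold more Dlk1, 36.1-fold more Lgals9, 32.9-fold more Rgs18 and 25.4-fold more Ptprc.

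Meis1 was also read per cell, since the study asks in how many cells of each state the gene is on. With every WT cell thinned to 5000 UMIs, a Meis1 UMI was found in 0.44% ± 0.61 of aEC cells, 12.8% ± 5.76 of pre-HE cells and 33.7% ± 4.20 of EHT cells (SD, n = 5). The share in pre-HE exceeded that in aEC by 12.4 ± 6.12 percentage points and did so in 5 of 5 libraries, with a two-sided exact sign-flip permutation p of 0.0625, the smallest that 5 libraries allow. Without thinning the difference was 30.4 points, although aEC cells were deeper, with a median of 18343 UMIs against 12884 in pre-HE cells. Thinning left out 2 of the 888 aEC cells and none of the 171 pre-HE cells. No cluster was known to lack Meis1. The aEC share, with a mean of 0.44% and 1.25% in WT 4, was the lowest of the clusters compared. It bounds what free RNA adds to aEC cells only. Pre-HE cells held fewer UMIs before thinning, so free RNA may make up more of theirs. Myeloid cells, which had been named in advance as the background, had a share of 6.64%. Requiring at least 2 UMIs left a difference of 0.23 points (two-sided exact sign-flip permutation p 1.0, n = 5).

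In Mff_Cre cells at the same depth, the share with a Meis1 UMI was 22.8% ± 5.25 (SD, n = 3) in EHT cells, 10.9 points below WT (two-sided exact permutation p 0.0179, the smallest possible for 5 against 3 libraries). Thinning to 3000 UMIs gave 22.6% in WT and 15.8% in Mff_Cre (two-sided exact permutation p 0.196, n = 5 and 3), so the difference did not hold at that depth. Among pre-HE cells the share was 14.3% ± 11.4 in Mff_Cre, against 12.8% in WT (two-sided exact permutation p 0.821, n = 3 and 5). Here thinning left out 13 of 77 Mff_Cre cells.

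Surface CD44 protein is the marker by which the study tells pre-HE from aEC, and its tag was counted in 4 libraries, WT 5 and Mff_Cre 1 to 3. The mean CD44 tag count per pre-HE cell was 7.38 times that per aEC cell in WT 5, and 11.7, 9.57 and 11.9 times in Mff_Cre 1 to 3. The mean log2 ratio was 3.31 ± 0.32 (SD, n = 4), higher in pre-HE in 4 of 4 libraries, with a two-sided exact sign-flip permutation p of 0.125, the smallest that 4 libraries allow. The log2 ratio in Mff_Cre exceeded that in WT 5 by 0.58 (two-sided exact permutation p 0.25, the smallest for 1 against 3). The antibody tags took no part in drawing the clusters.

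The comparison of genotypes within a cell type asks which genes depend on Meis1 there. In aEC cells, edgeR's quasi-likelihood test called 0 of 9540 genes at a Benjamini-Hochberg adjusted p under 0.1, with 1000 genes at an unadjusted p under 0.05, and DESeq2 called 11. In vEC cells it called 2 of 12205 genes, with 1996 at an unadjusted p under 0.05, and DESeq2 called 264. Both vEC genes, Lyz2 and S100a8, are named because the count is small and were chosen after their values were seen. Lyz2 stood at 0.48 ± 0.20 normalized CPM in WT and 3.11 ± 1.37 in Mff_Cre, and S100a8 at 0.15 ± 0.15 and 2.14 ± 0.81. Of the fixed list, 13 genes were tested in aEC, 17 in vEC and 12 in pre-HE cells, and 0 were called by edgeR, over all genes or adjusted over the list alone. Of the libraries left out in turn, WT 5 moved the counts in aEC and vEC most. Without it, 408 genes were called in aEC and 1647 in vEC. In vEC, edgeR called 1 gene without Mff_Cre 3 and 0 without any other single library, with 1226 to 1719 genes at an unadjusted p under 0.05, and DESeq2 was not used there.

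In pre-HE cells, 18 of 3682 genes were called, with 13 higher and 5 lower in Mff_Cre, and in 12 of them the libraries of the groups did not overlap. Chance gives 3.57% among unselected genes, but called genes were selected on the same libraries, so these counts describe the calls and do not test them. Actc1 rose most, from 5.28 ± 3.72 to 215 ± 239 normalized CPM, a log2 fold change of 4.59 (SE 0.63) with an edgeR quasi-likelihood adjusted p of 0.00116. Mff_Cre 3, at 490 CPM, held most of it, beside 78.3 and 75.6 CPM in Mff_Cre 1 and 2. Among the genes that met the naming rule, Rpl27 (2.62) and Rps27 (2.37) came next, and AY036118 (-2.002), Rnf10 (-1.51) and Gm42418 (-1.37) fell most. The other two lower genes, Arl6ip5 (-3.30) and Rpl9-ps6 (-3.36), lay outside that rule and were chosen after their values were seen. Reads of ribosomal protein genes and of AY036118 and Gm42418, which carry ribosomal RNA sequence, are shared with near-identical copies, so their values are uncertain. Against WT 5 alone, the change in Rpl27 was 0.63 and that in AY036118 -0.62 on the log2 scale, each with an edgeR adjusted p of 0.997, while Actc1 remained called (4.47, adjusted p 0.000341). Over all settings the adjusted p of Actc1 ranged from 1.6e-28 to 0.883. Without WT 5, 79 genes were called, and leaving out any other single library gave 8 to 13, the fewest without Mff_Cre 2.

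In EHT cells, 11 of 8670 genes were called, with 5 higher and 6 lower in Mff_Cre, and in 11 of them the groups did not overlap (3.57% by chance among unselected genes). Dlk1 fell from 61.0 ± 17.3 to 17.2 ± 2.21 normalized CPM, a log2 fold change of -1.83 (SE 0.28) with an edgeR quasi-likelihood adjusted p of 0.0197. Gsn (-1.24) and Basp1 (-0.73) fell as well. Ctla2a rose by 0.69 (SE 0.11) on the log2 scale. Against WT 5 alone, a single library, the log2 fold changes were -1.80 for Dlk1, -1.62 for Gsn, -0.81 for Basp1 and 0.70 for Ctla2a. Cpa3, Slc6a13 and Cd53, also higher, lay below the expression minimum of the naming rule and were chosen after their values were seen. Cpa3 stood at 31.0, 8.47 and 249.9 normalized CPM in Mff_Cre 1 to 3, so that Mff_Cre 3 held most of it, and at 0 to 2.33 CPM in WT. The count was 261 without WT 5, 19 without WT 4, 1 without Mff_Cre 1 or Mff_Cre 2 and 0 without Mff_Cre 3. In that last edgeR comparison 885 genes had an unadjusted p under 0.05, and DESeq2 was not used here.

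Myeloid cells gave the largest count among the genotype comparisons, 374 of 11479 genes, with 170 higher and 204 lower in Mff_Cre. The libraries of the groups did not overlap in 327 of them (3.57% by chance among unselected genes). Among the genes that met the naming rule, Rgs1 fell most, from 50.4 ± 21.97 to 5.93 ± 2.76 normalized CPM (log2 fold change -3.03, SE 0.47, edgeR quasi-likelihood adjusted p 0.0154), followed by Ccl4 (-2.75) and Hist1h4d (-2.60). By the same rule Stfa1 rose most, from 184 ± 84.8 to 722 ± 103 CPM (log2 fold change 1.96, SE 0.33, edgeR adjusted p 0.0216), followed by Clec4a2 (1.60) and Cfp (1.295). Against WT 5 alone, Rgs1 stood at -1.27 (edgeR adjusted p 0.175) and Stfa1 at 1.77 (adjusted p 0.00365). The falls of Ccl4 and Hist1h4d were -0.12 and -0.74 there and not called (edgeR adjusted p 0.910 and 0.210), with Ccl4 at 10.4 normalized CPM in WT 5 and 9.33 in Mff_Cre, while Clec4a2 (2.28) and Cfp (1.64) remained called (edgeR adjusted p 0.000522 and 0.00408). Of the fixed list, 18 genes were tested and Runx1 was called over all genes (log2 fold change -0.43, SE 0.10, edgeR adjusted p 0.0538). Adjusted over the list alone, 2 genes, Meis1 and Runx1, were called. Runx1 lost its call over all genes in 8 of 20 alternatives. Among them were each Mff_Cre library left out in turn, WT 1 or WT 4 left out, and either depth covariate. The comparison against WT 5 alone was also among them, with a log2 fold change of -0.33 for Runx1. The count of genes called in Myeloid cells was 1421 without WT 5, 44, 139 and 94 without Mff_Cre 1, 2 and 3, and 201, 217 and 183 without WT 1, WT 2 and WT 4.

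Since WT 5 shares the depth of the Mff_Cre libraries, it was placed on the axis between the other WT libraries, at 0, and the Mff_Cre libraries, at 1, over the genes called without it. Its median position was 0.95 over 408 genes in aEC, 0.91 over 79 in pre-HE, 0.82 over 261 in EHT, 0.90 over 1647 in vEC and 0.82 over 1421 in Myeloid cells. The same measure for WT 1 to 4, each left out in turn, lay between -0.27 and 0.14 in Myeloid cells. Those positions rest on other gene sets, of 183 to 271 genes, called with WT 5 among the WT libraries. They are therefore not a like control for the position of WT 5. Most of the genes called without WT 5 did not separate the genotypes within the shallower libraries. With 1 WT library there, the spread between WT libraries of that depth is unknown.

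**Figure D3:**
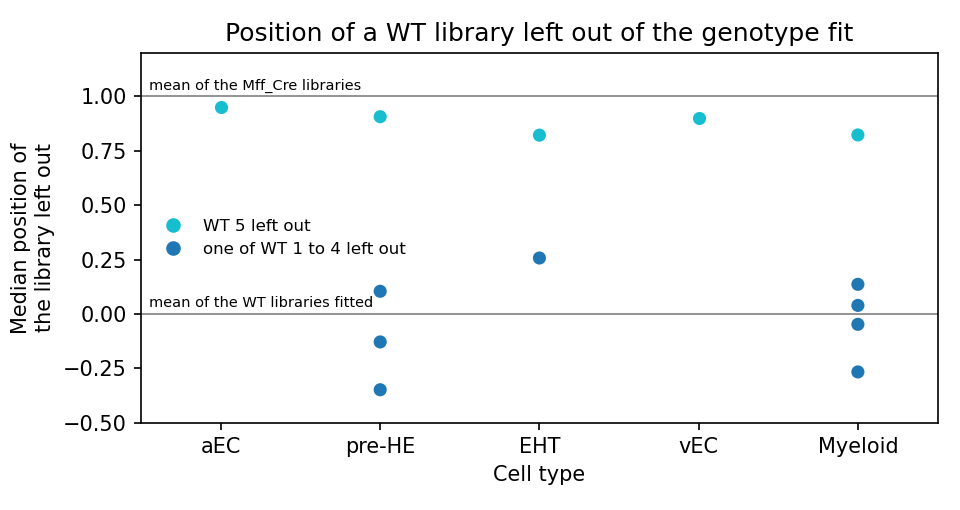
Median position of a WT library left out of the genotype comparison, over the genes called without it, on an axis from 0 (mean of the other WT libraries) to 1 (mean of the Mff_Cre libraries), in 5 cell types. WT 5 lies between 0.82 and 0.95 in each cell type, and WT 1 to 4, where at least 10 genes were called, lie between -0.35 and 0.26.

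Shares of cells in each cluster address whether the loss of Meis1 changes how many cells reach each state. The pre-HE share of all cells was 1.90% ± 1.05 (SD, n = 5) in WT and 1.12% ± 0.34 (SD, n = 3) in Mff_Cre, a difference of -0.78 percentage points (two-sided exact permutation p 0.304, Benjamini-Hochberg adjusted 0.759 over 10 clusters). In WT 5 the share was 0.757% (16 of 2114 cells, exact 95% interval 0.433 to 1.23%), below the Mff_Cre mean, so the difference was reversed within the shallower libraries. The EHT share was 4.02% ± 1.24 in WT and 2.40% ± 0.68 in Mff_Cre (difference -1.62 points, two-sided exact permutation p 0.107, adjusted 0.759). It was 5.58% in WT 5 (exact 95% interval 4.64 to 6.65%), 3.18 points above the Mff_Cre mean. For Myeloid cells the shares were 12.7% ± 7.78 and 19.7% ± 6.39 (difference 7.04 points, two-sided exact permutation p 0.214, adjusted 0.759). None of the 10 clusters reached a two-sided exact permutation p under 0.107, and the spread between libraries exceeded most differences. Of aEC and pre-HE cells together, pre-HE made up 15.5% ± 6.42 in WT and 11.2% ± 3.46 in Mff_Cre (two-sided exact permutation p 0.304). Of pre-HE and EHT cells together, EHT made up 67.9% ± 16.3 and 68.1% ± 6.49 (two-sided exact permutation p 1.0). Against WT 5 alone, the share among aEC and pre-HE was reversed, at 4.30 points, and so was that among pre-HE and EHT, at -19.9 points, the largest move of a difference among the alternatives for these 5 shares. Fisher's exact test on pooled cells, which takes cells for replicates, gave a two-sided p of 3.2e-07 for the EHT share.

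**Figure D4:**
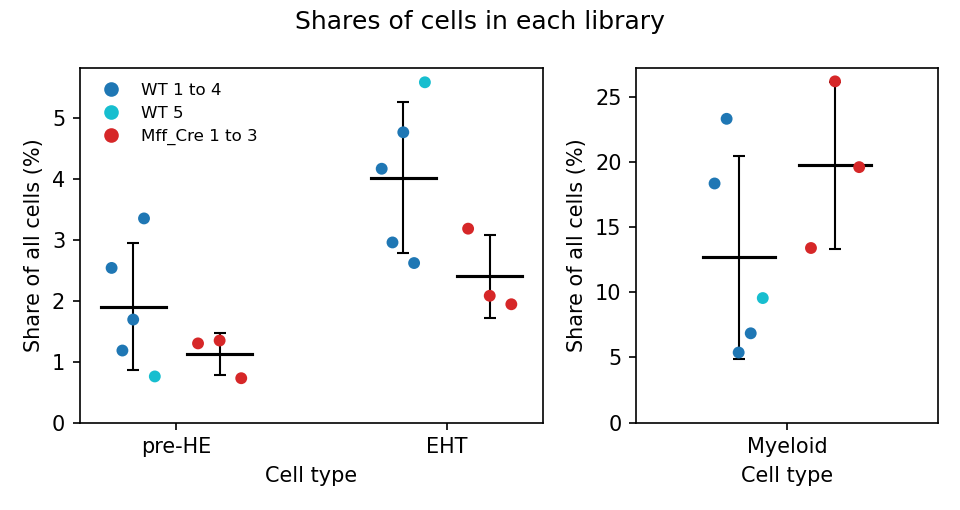
Shares of pre-HE, EHT and Myeloid cells among all cells of each library, in percent, with points for libraries (blue for WT 1 to 4, cyan for WT 5, red for Mff_Cre) and bars for group means with SD. WT 5 has the second lowest pre-HE share, at 0.757%, and the highest EHT share, at 5.58%.

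Each cell was also scored for how high the genes of the WT steps ranked within it, to ask whether Mff_Cre cells carry the program of their state in full. The score for genes higher in pre-HE was 0.244 ± 0.017 (SD, n = 5) in WT pre-HE cells and 0.223 ± 0.011 (SD, n = 3) in Mff_Cre pre-HE cells, a difference of -0.0205 (two-sided exact permutation p 0.107, Benjamini-Hochberg adjusted 0.238 over 4 scores). Against WT 5 alone the difference was 0.0057, of opposite sign. For genes lower in pre-HE the scores were 0.395 ± 0.018 and 0.417 ± 0.011 (difference 0.0218, two-sided exact permutation p 0.179, adjusted 0.238), and -0.0057 against WT 5 alone. In EHT cells the score for genes higher in EHT was 0.576 ± 0.007 in WT and 0.570 ± 0.002 in Mff_Cre (difference -0.0064, two-sided exact permutation p 0.179, adjusted 0.238). Without WT 4 that difference was -0.0095 (two-sided exact permutation p 0.0286, n = 4 and 3). For genes lower in EHT the scores were 0.189 ± 0.006 and 0.192 ± 0.003 (difference 0.0029, two-sided exact permutation p 0.5). Against WT 5 alone both EHT differences kept their direction, at -0.0107 for genes higher and 0.008 for genes lower in EHT. The genes were picked from the same WT cells that were scored. With signatures built without the scored WT library, the difference for genes higher in pre-HE was -0.0138.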

Values the study reported

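The paper counted 8423 WT cells and 6745 cells of the M^f/f;Cre genotype. It listed 425 genes as higher and 317 as lower in pre-HE than in aEC at an adjusted p under 0.1, from a test over single cells.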

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

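Of the tests given here, those of Sox9 and Kcne3 against depth, of Meis1 in WT 4 against pre-HE cells and of CreERT2 against the share of cells were chosen after the result was seen. Dixon's test at the 95% level was applied to 99 groups, 98 of them of 5 WT values and 1 of the CD44 ratios of 4 libraries, and in 12 of them, or 12.12%, 1 library lay far from the rest. Chance gives 5%, and the groups share libraries, so the excess was not tested.

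WT 5 had a median of 12720.5 UMIs per cell, while the other WT libraries lay between 26572 and 28553. A different makeup of cell types was tested first. WT 5 lay below each of WT 1 to 4 in 10 of 10 clusters, with a ratio to the lowest of them from 0.451 to 0.946, which argues against that explanation. Sequencing depth or the sequencer may differ between the libraries. The paper names the same chemistry kit for its CITE-seq libraries and alternative Illumina sequencers, without saying which library ran on which. Since the labels give no batch, the cause stays open. No biological explanation was tested, because the labels put WT 5 in no group of its own.

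In pre-HE cells, 3 genes set WT 5 apart from the other WT libraries. AY036118 stood at 473.12 normalized CPM against 1291.86 to 1518.6, Rpl27 at 371.22 against 35.95 to 85.02, and Rps27 at 1885.22 against 118.12 to 443.16. In Mff_Cre 1 to 3 the values were 313, 281 and 330 CPM for AY036118, 526, 589 and 608 CPM for Rpl27, and 2102, 2090 and 4094 CPM for Rps27. A difference between library batches, with WT 1 to 4 on one side and WT 5 and Mff_Cre on the other, is a candidate explanation. Over the 79 genes called without WT 5 in pre-HE cells, WT 5 lay at a median position of 0.907 between the other WT libraries (0) and Mff_Cre (1). The genotype cannot account for WT 5. No biological explanation of WT 5 was tested.

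Meis1 in EHT cells was lower in WT 4 than in the other WT libraries, at 68.03 CPM against 80.91 to 85.81, and at 70.34 against 84.99 to 87.02 normalized CPM. Pre-HE cells hold less Meis1, so pre-HE cells mixed into the EHT cluster of WT 4 were tested as an explanation. A share of 25.3% would be needed. Tmem100, Htra1 and Tm4sf1, which are high in pre-HE cells, stood at 0.77, 0.21 and 1.02% of their pre-HE level in WT 4 EHT cells, which argues against it. Other causes were not tested, and no biological explanation was tested.

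In WT 5 pre-HE cells, Nr2f2 stood at 50.3 normalized CPM against 0 to 1.74 in the other WT libraries, and Gpr183 at 12.58 against 0 to 0.81. The 8 Nr2f2 UMIs lay in 2 of 16 cells, and the 2 Gpr183 UMIs in 1 of these. One or more cells of another type in the cluster may be the source, since 2 cells held every UMI of either gene. Runx1 in WT 2 pre-HE cells stood at 27.59 normalized CPM against 0 to 6.34 elsewhere, and all 6 UMIs lay in 1 of 18 cells, for which a single cell of another type is likewise a candidate explanation. No biological explanation was tested for either library.

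Among the WT libraries, Gfi1 was found in pre-HE cells of WT 4 alone, at 5.07 normalized CPM, and Mff_Cre 2 held 1 count. Its 6 UMIs lay in 3 of 87 cells, with 83.33% of them in 2 cells. A pair of cells of another type with a UMI of free RNA in the third cannot be told apart from low expression, since the counts are too few. No biological explanation was tested. Sox9 (0.81 normalized CPM, 1 UMI) and Kcne3 (1.62, 2 UMIs) were also found in WT 4 pre-HE cells only. WT 4 holds 1264693 of the 2331096 WT pre-HE UMIs, and at its rates the probabilities of 0 elsewhere are 0.43 and 0.185, so its larger depth may account for both.

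The step from aEC to pre-HE was tested for a difference between genotypes, in all 8 libraries with an interaction term. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 of 9489 genes differed at an adjusted p under 0.1, with 465 at an unadjusted p under 0.05. They were Actc1 (log2 difference 5.31, SE 0.93, edgeR adjusted p 0.000839), Tagln (1.85), Myl9 (1.61), Ptp4a3 (1.10) and Ctla2a (1.15), each with a larger rise in Mff_Cre. These genes, and the 3 below, are named because the count is small and were chosen after their values were seen. Of the 56 splits of the libraries into 5 and 3, 24 gave as many genes and 1 gave 64, so chance cannot be excluded for the count. Mff_Cre embryos carry a floxed Meis1 and Cre in endothelium, and an effect of genotype on these genes stays open.

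The step from pre-HE to EHT differed between genotypes for 3 of 8025 genes by the same edgeR test, with 353 at an unadjusted p under 0.05. They were Acta2 (-1.74), Actc1 (-3.99) and Serpina3g (-5.62), each lower in Mff_Cre on the log2 scale. As many genes came from 20 of the 56 splits, and the largest number from another split was 82, so chance cannot be excluded here either. Both steps share the pre-HE sums, so a high value there, as that of Actc1 in Mff_Cre, enters both with opposite signs.

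The table of genes holds an entry for CreERT2, a transgene that the labels do not name for these embryos. It had 34 UMIs in Mff_Cre cells, with 12, 3 and 19 in Mff_Cre 1 to 3, and 0 in WT. The UMIs lay in 33 of 6745 cells. In endothelial clusters lay 29 of these UMIs, or 85.29% (exact 95% interval 68.94 to 95.05%), beside 55.72% of all Mff_Cre UMIs (two-sided exact binomial p 0.000393, with UMIs taken as independent). Free RNA that enters each cell alike would follow the share of cells instead, of which 69.89% were endothelial (two-sided exact binomial p 0.0601), so free RNA cannot be told apart from expression with so few UMIs. Reads of the VE-cadherin-Cre transgene counted under that entry are an open explanation and were not tested.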

How the results depend on the processing

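The tests with the depth class as a covariate, those of libraries 1 to 3 unblocked, and the counts of splits of libraries for the 7 comparisons of genes were chosen after the result was seen. Over the 22 results that answer a comparison, 364 alternatives were run, of which 263 kept the direction and the side of the threshold or a count within 1.5 times, 77 moved a count by more than 1.5 times, 11 took a value past its threshold and 13 reversed its direction. A value that was not past its threshold can shrink and still count as kept, as the Meis1 detection difference did, from 12.4 to 0.23 points when at least 2 UMIs were required. For 43 values of single genes, 674 alternatives gave 576 that kept the call, 98 that lost it and 0 that reversed it. RLE normalization kept each count of genes within 1.5 times, and sums of at least 5 cells added no sum. Where the text below gives no cause, the cause was not tested.

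Bonferroni adjustment, which is stricter by construction, left 1088 genes for pre-HE against aEC, 2124 for EHT against pre-HE, and 5, 3, 1 and 14 for genotypes in pre-HE, EHT, vEC and Myeloid cells. An adjusted p under 0.05 left 10, 5, 0 and 186 of the latter. DESeq2 called 11 genes in aEC, 9 in pre-HE, 43 in EHT, 264 in vEC and 584 in Myeloid cells between genotypes. Without a filter on low counts, edgeR called 219 in aEC, 65 in pre-HE, 237 in EHT and 136 in vEC. Thinning to 5000 UMIs gave 1695 and 2109 for the steps and 5, 6, 4 and 219 for aEC, EHT, vEC and Myeloid. Sums of at least 20 cells, which leave out libraries, gave 53 in pre-HE, and leaving out doublets gave 6 in EHT.

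Against WT 5 alone, 3 genes were called in pre-HE, 6 in EHT and 0 in vEC by edgeR, and 253 in Myeloid cells, of which 191 were higher and 62 lower in Mff_Cre, with the lone WT library assumed to vary like the Mff_Cre libraries. With median UMIs per cell as a covariate the counts were 2 in pre-HE, 2 in EHT, 0 in vEC and 10 in Myeloid cells, and with the depth class they were 0, 1, 0 and 8. Beside these counts of 0, edgeR gave unadjusted p under 0.05 for 108 vEC genes against WT 5 alone, 163 with the covariate of median UMIs, and 154 pre-HE and 141 vEC genes with the depth class, and DESeq2 was not used here. Libraries 1 to 3 of each genotype, unblocked, gave 295 in aEC, 103 in pre-HE, 278 in EHT, 1201 in vEC and 1335 in Myeloid cells.

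Leaving out 1 library at a time gave 2592 to 3543 genes for pre-HE against aEC and 4430 to 5209 for EHT against pre-HE. Between genotypes the range was 0 to 408 in aEC, 8 to 79 in pre-HE, 0 to 261 in EHT, 0 to 1647 in vEC and 44 to 1421 in Myeloid cells, with the highest number always without WT 5. In aEC, 1 gene was called without WT 4.

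Meis1 in Myeloid cells passed the threshold with DESeq2 (log2 fold change -0.88, DESeq2 adjusted p 0.0315), without the filter (-0.84, edgeR adjusted p 0.0921) and against WT 5 alone (-1.31, edgeR adjusted p 0.0361), and over all alternatives its adjusted p lay between 0.0315 and 0.589. It ranged from -1.05 to -0.69 with libraries left out, and -0.41 to -0.29 in EHT and -0.44 to -0.19 in vEC cells. In aEC and pre-HE cells the filter removed Meis1 when all libraries were used. Without the filter its log2 fold change was 0.54 in aEC and -0.20 in pre-HE. In pre-HE it passed the filter in 3 alternatives, with -0.59 for sums of at least 20 cells, -0.22 without Mff_Cre 1 and 0.36 without Mff_Cre 2, so its sign depends on the library left out (edgeR adjusted p 0.870 to 0.99958).

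Fisher's exact test on pooled cells, two-sided, which takes cells for replicates, gave -1.47 percentage points for the EHT share (p 3.2e-07), 7.45 for Myeloid (p 1.3e-35), -0.889 for pre-HE (p 1.5e-05) and -5.16 for pre-HE among aEC and pre-HE (p 0.00257). Against WT 5 alone, the pre-HE share was reversed at 0.367, that among aEC and pre-HE at 4.30 and the EHT share among pre-HE and EHT at -19.9, while as log odds the last was -0.066. With libraries left out, the ranges were -2.01 to -1.22 for EHT, 3.81 to 10.2 for Myeloid, -1.06 to -0.417 for pre-HE, -6.35 to -2.73 for pre-HE among aEC and pre-HE, and -5.71 to 5.34 for EHT among pre-HE and EHT. The last was negative without WT 1 (-1.14), WT 4 (-5.71), Mff_Cre 1 (-1.14) or Mff_Cre 3 (-2.004).

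The score for genes higher in pre-HE was reversed against WT 5 alone (0.0057), and that for genes lower in pre-HE against WT 5 alone (-0.0057) and without thinning (-0.0008). That for genes lower in EHT was reversed as mean log2 CPM (-0.0194). The score for genes higher in EHT differed by -0.0223 without thinning (two-sided exact permutation p 0.0357) and by -0.0095 without WT 4 (p 0.0286 by the same test). With libraries left out, the scores ranged from -0.0271 to -0.0151 and 0.0174 to 0.0287 for genes higher and lower in pre-HE, and from -0.0095 to -0.0047 and 0.0013 to 0.0056 for genes higher and lower in EHT. The CD44 log2 ratio ranged from 3.23 to 3.46, its difference between genotypes from 0.52 to 0.675, and the Meis1 detection difference from 10.3 to 14.1 points.

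Replicate numbers 1 to 3 occur in both genotypes, and the pairing was checked by correlating, across genes, the deviations from the group means of libraries with the same number. The values were -0.020, 0.154 and 0.149 in aEC, 0.063, -0.029 and 0.031 in pre-HE, -0.032, 0.075 and 0.089 in EHT, -0.129, 0.179 and 0.269 in vEC and -0.147, 0.129 and 0.027 in Myeloid cells, and genes are not independent, so the numbers were not taken to pair libraries. With the number as a block, 731 genes were called in aEC, 137 in pre-HE, 450 in EHT, 2351 in vEC and 1333 in Myeloid cells, without WT 4 and WT 5 by construction. Meis1 stood at -0.39 in EHT, -0.27 in vEC and -0.66 in Myeloid cells. The shares differed by -1.56 points for EHT, 4.05 for Myeloid, -0.679 for pre-HE, -5.07 for pre-HE among aEC and pre-HE and -0.977 for EHT among pre-HE and EHT, and the scores by -0.0317, 0.0345, -0.0091 and 0.0048. Without the library as a block, the steps gave 3083 and 5189 genes. No paired analysis was possible for the CD44 ratio because WT 5, the only WT library with the tag, shares no number with a Mff_Cre library.

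Of the 56 splits of the libraries, 7 gave as many genes as the genotypes did in pre-HE, 8 in EHT, 6 in vEC and 1 in Myeloid cells, so of these 4 counts chance can be excluded for that in Myeloid cells only. In aEC, 56 of 56 did by construction, since every split gives at least 0 genes, which tests nothing. The largest count from another split was 386 in aEC, 47 in pre-HE and 1237 in vEC, each from Mff_Cre 1, Mff_Cre 2 and WT 5 against the rest, 94 in EHT (WT 1 to 3) and 157 in Myeloid cells (WT 3 to 5). For the steps, 1 of the 16 splits that swap labels within libraries gave as many genes, the real one, and 16 splits cannot give a share under 0.05. Depth limits which genes could be tested in pre-HE cells, where the WT 3 sum held 11 cells and 3682 genes passed the filter.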

Other observations

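Of the tests given here, those of genes that part the libraries by a factor of at least 10, and of the pre-HE and EHT shares against library batches, were chosen after the result was seen.

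The number of genes called between pre-HE and aEC was 3432 here, 1717 higher and 1715 lower in pre-HE, from counts summed per library. The paper's numbers in both directions are lower, from a test over single cells with Bonferroni adjustment. With that adjustment, 1088 genes were called here, 570 higher and 518 lower, so the adjustment accounts for part of the difference, and the cause of the rest was not tested.

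Genes called between Mff_Cre and WT 1 to 4 were read in WT 5, which took no part in the calls. On the axis from the other WT libraries (0) to Mff_Cre (1), WT 5 lay at a median of 0.953 in aEC, 0.907 in pre-HE, 0.822 in EHT, 0.901 in vEC and 0.823 in Myeloid cells. It lay nearer to Mff_Cre for 88.5, 89.9, 73.2, 87.3 and 68.6% of these genes. A difference between library batches, with WT 5 on the side of Mff_Cre, is thus a candidate explanation for most of them. The labels name no batch, and WT 5 is a single library. In Myeloid cells 374 genes were still called with WT 5 among the WT libraries, while 253 were called against WT 5 alone (191 higher and 62 lower), with 76 genes in both, and an effect of the genotype stays open there.

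Some genes parted the libraries by a factor of at least 10 over all cells. WT 1 to 4 against WT 5 and Mff_Cre gave 20 such genes with a CPM of at least 2 on the higher side, while the other 34 splits into 4 and 4 gave 0. The split by genotype gave 0 as well, which argues against the Meis1 genotype as their cause, and the most in any split into 5 and 3 was 2. Of the 20 genes, 14 were higher in WT 1 to 4. Ighm and Trbc2 had 0 UMIs in each of the other libraries. The 6 genes higher in WT 5 and Mff_Cre included Rps12, at 5.65 to 6.86 CPM in WT 1 to 4 and 3455 to 4209 CPM in the rest. Ribosomal protein genes share reads with near-identical pseudogenes, and 9 of the 14 had names of predicted genes. Reference annotation or counting that differed between libraries is a candidate explanation. These genes were kept in all comparisons.

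In Myeloid cells, 9 granule genes of granulocytes, S100a8 among them, stood together at 302, 296, 1.67, 2.31 and 31.7 CPM in WT 1 to 5 and at 819, 695 and 509.8 CPM in Mff_Cre 1 to 3. The means were 126.8 ± 158 and 675 ± 156 CPM (SD, n = 5 and 3, two-sided exact permutation p 0.0179, the smallest possible). Free RNA is excluded as the source in Mff_Cre, since the list was 200.39 times higher in Myeloid than in endothelial cells. A few granulocytes within the cluster may be the source. Cells with at least 10 UMIs of the list numbered 70 and held 97.25% of its UMIs in Mff_Cre, but they made up 5.20% of the Myeloid cells, where under 5% had been set in advance for a few cells. Single cells carried much of the list in some libraries, with 4880 of 6044 UMIs in 1 cell of Mff_Cre 3 and 3297 of 3850 in 1 cell of WT 1, so the CPM values and their p rest in part on single cells. The test leaves this open. S100a8 alone stood at 206, 179, 0, 0.24 and 19.03 CPM in Myeloid cells of WT 1 to 5 and at 486, 431 and 272 CPM in Mff_Cre 1 to 3. Whether the genotype or the makeup of the embryo pools changes the number of granulocytes was not tested.

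Both genes called in vEC cells, Lyz2 and S100a8, are abundant in Myeloid cells. Free RNA from these was tested by dividing the vEC level by the CPM over all cells of the library. For Lyz2 this gave 0.444, 0.422, 0.339, 1.10 and 1.32% in WT 1 to 5 and 1.62, 1.53 and 0.958% in Mff_Cre 1 to 3. For S100a8 it gave 0.269, 0.367, 0.402 and 3.20% in WT 1, 2, 4 and 5, and 1.73, 1.40 and 1.17% in Mff_Cre 1 to 3, with 0 UMIs in WT 3. Of the 6 values in Mff_Cre, 2 stayed above every WT library, so that free RNA cannot be told apart from expression in vEC cells.

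Strain DNA that came along with the floxed Meis1 locus would place changed genes near it. In vEC cells, 23 of 140 tested genes within 20 Mb of Meis1, or 16.43%, had an unadjusted p under 0.05, against 16.25% of the others (Fisher's exact test, two-sided p 0.909). Single chromosomes lay between 12.5 and 18.41%, and 90.71% of the tested genes could be placed. This argues against strain DNA as the source of most of these genes. Single genes near Meis1 could still have that source, since the comparison of shares cannot resolve them. The paper uses the name WT for littermates without Cre in its knockout experiments, so both groups may carry the floxed locus.

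The lower pre-HE and EHT shares in Mff_Cre were set against the same division of libraries. In WT 5 the pre-HE share was 0.757%, on the side of Mff_Cre, and the EHT share 5.582%, above all other libraries. With 1 WT library in that division, a batch difference and an effect of genotype cannot be told apart for either share.

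Xist was found in every library, and 4 genes of the Y chromosome together stood at 0.63, 9.51, 62.5, 28.7 and 67.0 CPM in WT 1 to 5 and at 60.7, 0 and 66.8 in Mff_Cre 1 to 3, so the pools differ in their share of male cells. Hemoglobin genes (5 genes) made up 0.0106, 0.0222, 0.0017, 0.0367 and 0.0092% of UMIs in WT 1 to 5 and 0.140, 0.0487 and 0.108% in Mff_Cre 1 to 3. With cells thinned to 5000 UMIs, a Meis1 UMI was found in 25.8% of WT and 11.4% of Mff_Cre EMP cells (two-sided exact permutation p 0.0357, n = 5 and 3). A Runx1 UMI was found in 49.1% of WT and 36.5% of Mff_Cre Myeloid cells (two-sided exact permutation p 0.0179, n = 5 and 3). Thinned to 3000 UMIs, the shares were 19.7 and 7.11% for Meis1 in EMP (two-sided exact permutation p 0.0179) and 35.4 and 27.4% for Runx1 in Myeloid cells (two-sided exact permutation p 0.0714), so the latter did not hold at that depth. No explanation was tested for these values.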
